A study of Mus musculus with 10 samples. Its data were reported in "A critical period of translational control during brain development at codon resolution" (2022).

How the data were processed

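Ribosome profiling (Ribo-seq) measured ribosome-protected mRNA fragments (RPFs, or footprints) in neocortex dissected from mouse embryos and pups. The labels place 10 libraries in 5 stages from E12.5 to P0, with 2 libraries per stage and between 7544404 and 36129988 counts per library. Each library came from a pool of brains, so that a replicate is a pool and not a single animal. Embryonic stages are named by days after timed mating, and P0 is the day of birth.

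The deposited table holds whole-number footprint counts per gene, with 22373 genes and 1 column per library, and the totals of these counts differ between libraries, so they were not scaled to a common depth. Per the study's methods, adapters were trimmed, duplicate read sequences were collapsed before random bases were removed from the read ends, reads from tRNA, rRNA and snoRNA were discarded with Bowtie 2, and the rest were aligned with STAR to mouse coding transcripts and the genome, with reads that match several places kept. The methods name DeepShape-prime for isoform-level footprint estimates and tximport for gene-level counts corrected for length. Whether this table of whole numbers comes from them, and how reads that match several genes were treated in it, is not stated. Genes with near-identical copies are therefore uncertain. The table names no genome build for its gene identifiers, so coordinates are not given and genes are named by symbol and Ensembl identifier. Of the 22373 identifiers, 22274 matched a symbol in the reference list of gene names and 99 kept their identifier. All columns of per-sample values were used, and 3004 genes had 0 counts in all libraries.

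Counts were analysed in R 4.3.3. Genes with at least 32 footprints, summed over the 2 libraries, in at least one stage were kept, which left 13484 genes. Library sizes were scaled by TMM factors (edgeR 4.0.16). The test was limma-voom (limma 3.58.1), after the study's stated method, with 1 coefficient per stage over all 10 libraries, so that all stages share one estimate of the spread. The moderated tests were two-sided and adjusted by Benjamini-Hochberg over the genes kept. A gene was called changed at an adjusted p under 0.05 and a fold change of at least 1.25. The 7 comparisons were the 4 steps between adjacent stages and E15.5, E17 and P0 against E12.5. A moderated F test over the contrasts against E12.5 counted genes that changed across the 5 stages, at an adjusted p under 0.05 and without a fold threshold. CPM values, counts relative to library size, use TMM-scaled library sizes.

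Lists of genes were fixed before the data were examined: 79 cytosolic ribosomal protein genes, of which 47 belong to the large and 32 to the small subunit, 78 mitochondrial ribosomal protein genes found by symbol, 16 other genes with a 5' terminal oligopyrimidine tract (TOP genes), 94 cell cycle genes of which 42 belong to S phase, and markers of fibroblasts of the meninges (10 genes), of red blood cells (12), of the ganglionic eminence (12) and of astrocytes and other glia (12). A list of 10 choroid plexus genes was written after the data were seen. The study chose the ribosomal protein family from these libraries, so its test is not independent evidence. Each list was summarised by its median fitted log2 fold change and tested with camera at a preset inter-gene correlation of 0.01. Tests with fry and with camera at an estimated correlation were run beside it. Benjamini-Hochberg adjustment covered the family of 11 list tests.

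The genes named in the report follow a rule that was fixed before the data were examined. Its first part holds genes that the study followed, of which Nes, Bcl11b and Eif4ebp1 are reported. For each step between adjacent stages, its next part takes the 2 genes with the largest rise and the 2 with the largest fall in fitted log2 fold change among genes called changed, with a mean of at least 100 counts over the 10 libraries and with both libraries of one stage above both of the other in CPM. Its last part takes the ribosomal protein genes with the largest fall and with the largest rise, or smallest fall, from E14 to E15.5. Genes named outside this rule are marked as chosen after their values were seen.

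The code was tested on simulated counts drawn with the means, dispersions and library sizes of the 13484 genes, in which 200 genes with a mean of at least 100 counts had changed. In the simulation of E15.5 against E14, 13.4% of genes changed by 1.5-fold, 59.7% of those changed by 2-fold and 100% of those changed by 4-fold were recovered, and 6 of 13205 unchanged genes were called. In that of P0 against E17, these shares were 4.48%, 65.7% and 93.9%, and 6 of 13205 unchanged genes were called. A list of 79 genes lowered by 0.3 on the log2 scale gave a camera p of 1.4e-08 for E15.5 against E14 and 5.11e-12 for P0 against E17, and 0 of 20 unchanged lists had a p under 0.05 in either simulation. Genes were drawn independently, with 1 dispersion per gene for all libraries. The simulations therefore could not test the preset inter-gene correlation, nor the effect of a larger spread at P0.

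Alternatives covered the scaling (RLE, upper quartile, total counts only), the filter (filterByExpr, or no filter beyond 1 count in total), the test (edgeR quasi-likelihood, DESeq2 1.42.0 without independent filtering, and voom with sample quality weights), the fold threshold, thinning of each library to the 7544404 counts of the shallowest one, fits of only the stages compared, removal of the 20 most abundant genes, the replicate number as a block, and leaving out each library in turn. Thinning, the fits of 2 stages and the leaving out of libraries used the 13484 genes of the full data. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. RNA-seq, protein and tRNA measurements of the study were not analysed here, so translation efficiency, the ratio of footprints to mRNA, was not computed.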

Results

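Ribo-seq footprints were counted in mouse neocortex at 5 stages that span neurogenesis, with 2 pooled libraries at each stage from E12.5 to P0. Footprints are the mRNA fragments protected by ribosomes, so their number reflects both the level of an mRNA and its occupancy by ribosomes. The libraries held 21378041 and 33107909 counts at E12.5, 26598141 and 36129988 at E14, 31313156 and 22441862 at E15.5, and 28756045 and 23922339 at E17. At P0, replicate 1 held 7544404 counts and replicate 2 held 35685736. Of the 22373 genes in the table, 13484 passed the filter of 32 footprints in a stage.

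Replicates were compared over the 4559 genes with a mean of at least 500 counts. The SD over genes of the log2 ratio between replicates was 0.22 at E12.5, 0.19 at E14, 0.13 at E15.5 and 0.14 at E17. At P0 it was 0.54. Spearman's correlation across genes was between 0.987 and 0.993 in the 4 embryonic stages and was 0.925 at P0. These correlations run across genes, which are not independent replicates.

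The steps between adjacent stages were compared to ask when ribosome occupancy changes during neurogenesis. Between E12.5 and E14, 86 genes changed (limma-voom, Benjamini-Hochberg adjusted), 67 higher and 19 lower at E14. Between E14 and E15.5, 4868 genes changed, or 36.1% of those tested, 2222 higher and 2646 lower at E15.5. Between E15.5 and E17, 1219 genes changed, 757 higher and 462 lower at E17. Between E17 and P0, 2767 genes changed, 1275 higher and 1492 lower at P0. Over the alternatives, the first of these counts lay between 0 and 1059. It was 1059 without P0 replicate 1 and 1050 without P0 replicate 2. It fell to 1 without E12.5 replicate 1 and to 5 without either E17 library. Without E12.5 replicate 2 or any one of the E14 and E15.5 libraries, limma-voom called 0 genes, with between 1253 and 1765 genes at an unadjusted p under 0.05, while edgeR called 0 or 1 and DESeq2 between 65 and 176. The count between E15.5 and E17 rose to 2802 and 2814 without the P0 libraries. It was 0 without E17 replicate 2 or either E15.5 library, with 2048 to 2318 genes at an unadjusted p under 0.05, 0 called by edgeR and 168 to 228 by DESeq2, and it was 18 without E17 replicate 1. Without an E12.5 or E14 library it was between 736 and 772. The count between E14 and E15.5 had its lowest value in these fits, 2739, without E15.5 replicate 1. It was 2802 without E15.5 replicate 2 and 3069 without E14 replicate 2. The count between E17 and P0 fell to 554 without E17 replicate 1 and 1197 without E17 replicate 2, and rose to 4311 and 4372 without the P0 libraries. In a fit of only E17 and P0, limma-voom called 0 genes, with 2957 at an unadjusted p under 0.05, while edgeR called 0 and DESeq2 777.

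**Figure D1:**
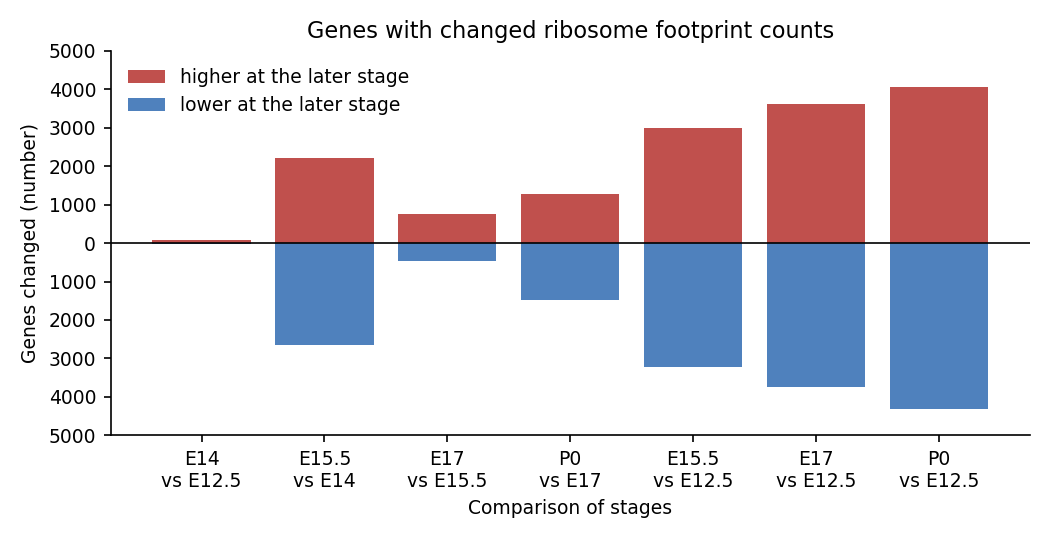
Number of genes called changed (vertical axis) in each of the 7 comparisons of stages (horizontal axis), with genes higher at the later stage drawn up and genes lower drawn down. The step from E14 to E15.5, with 2222 genes higher and 2646 lower, exceeds the other 3 steps between adjacent stages.

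Against E12.5, 6230 genes had changed at E15.5 (2994 higher and 3236 lower), 7371 at E17 (3628 higher and 3743 lower) and 8371 at P0 (4058 higher and 4313 lower). The F test, which had no fold threshold, found 8605 genes, or 63.8%, that changed across the 5 stages. With the fold threshold and each contrast adjusted separately, 9625 genes were called at any stage against E12.5. The split into higher and lower depends on the scaling. With total counts only, the median gene rose by 0.29 on the log2 scale from E14 to E15.5, and the share of higher genes among those called was 72.7% instead of 45.6%. For P0 against E12.5, the median gene rose by 0.51 and the share was 72.0% instead of 48.5%. The share moved from 77.9% to 90.9% for E12.5 to E14 and from 46.1% to 63.4% for E17 to P0. Against E12.5, it moved from 48.1% to 72.3% at E15.5 and from 49.2% to 73.3% at E17.

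A count of calls also depends on depth, so the spread of fitted changes over genes was computed after subtracting the squared standard error. It was 0.71 on the log2 scale for E14 to E15.5 and 0.84 for E17 to P0, with jackknife standard errors of 0.45 and 0.77. The first of these was 0.42 without E14 replicate 2, and the other was 0.033 without P0 replicate 2. For the other 2 steps it could not be computed over all genes kept, because the mean squared standard error exceeded the variance of the changes. Over the 4559 genes with a mean of at least 500 counts, the spread was 0.22 for E12.5 to E14, 0.60 for E14 to E15.5, 0.27 for E15.5 to E17 and 0.43 for E17 to P0. The standard errors rest on an estimate shared by all stages, so they do not measure the noise of each step. Their mean square over all genes kept was 0.33 for E17 to P0 and 0.48 for E14 to E15.5, although replicates differed most at P0. Noise between the P0 libraries may therefore remain in the values for E17 to P0.

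Nes and Bcl11b were followed as an intermediate filament gene of neural stem cells and a transcription factor of early-born neurons. Nes (ENSMUSG00000004891) had 99.4 ± 9.7 CPM at E14 (SD, n = 2) and 49.5 ± 0.25 at E15.5, a log2 fold change of -1.0 (SE 0.099, limma-voom adjusted p 0.000235), and fell further to 19.9 ± 0.64 CPM at P0. Bcl11b (ENSMUSG00000048251) rose from 42.4 ± 2.9 CPM at E12.5 to 71.2 ± 8.3 at E14, a change that was not called (log2 fold change 0.74, SE 0.21, adjusted p 0.136). It did not differ detectably between E14 and E15.5 (log2 fold change -0.06, SE 0.20, adjusted p 0.85), and the sign of this value changed with total counts only (0.23), without E14 replicate 1 (0.056) and without E15.5 replicate 2 (0.050). Against E12.5, Bcl11b was called higher at E15.5 (log2 fold change 0.68, SE 0.21, limma-voom adjusted p 0.027). It was not called against E12.5 at E17 (0.036, adjusted p 0.896) or P0 (0.18, adjusted p 0.486).

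Eif4ebp1 (ENSMUSG00000031490) encodes a repressor of translation initiation and had few footprints, with a mean of 103.9 counts per library. It fell from 5.36 ± 0.046 CPM at E14 to 2.93 ± 0.33 at E15.5 (log2 fold change -0.86, SE 0.17, limma-voom adjusted p 0.00505). From E15.5 to E17 it moved to 2.33 ± 0.37 CPM, which was not called (log2 fold change -0.36, SE 0.18, adjusted p 0.272). The value was -0.18 without E17 replicate 1, -0.51 without E17 replicate 2 and -0.23 without E15.5 replicate 1, and was not called in any of these.

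**Figure D2:**
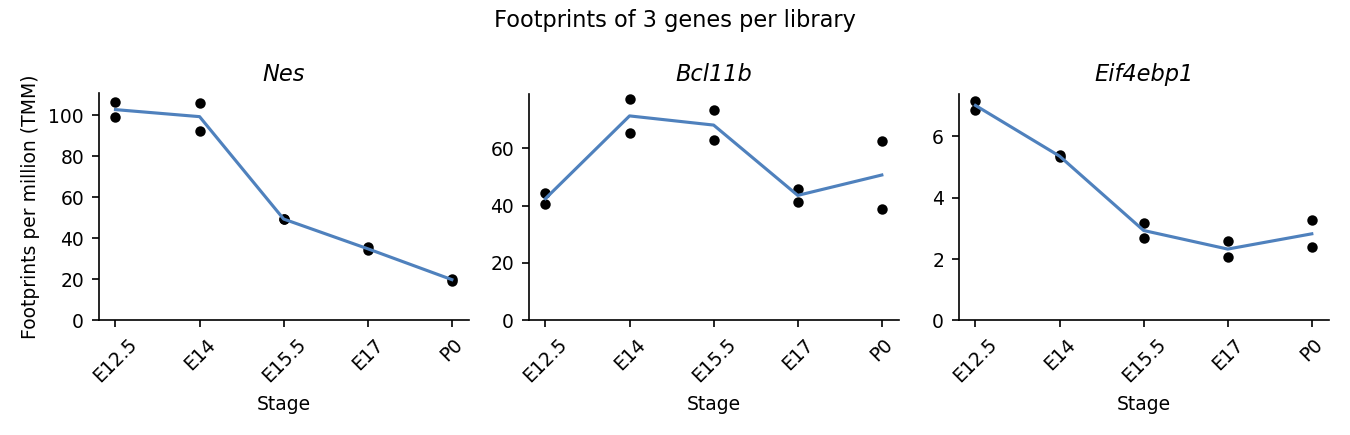
Footprint CPM after TMM scaling (vertical axes, each from 0) at each stage (horizontal axes) for Nes, Bcl11b and Eif4ebp1; points are the 2 libraries of a stage and lines join the means. Nes falls from 99.4 at E14 to 49.5 at E15.5.

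The genes with the largest called changes at each step were then listed. From E12.5 to E14, Ttr (ENSMUSG00000061808) rose from 283 to 1081 CPM (log2 fold change 1.94, SE 0.22, limma-voom adjusted p 0.0238) and Cck (ENSMUSG00000032532) from 3.33 to 12.2 CPM (1.86, SE 0.19, adjusted p 0.0164). The embryonic globin genes Hbb-y (ENSMUSG00000052187) and Hbb-bh1 (ENSMUSG00000052217) fell, from 1318 to 357 CPM and from 26.4 to 7.34 CPM, with log2 fold changes of -1.89 (SE 0.17) and -1.87 (SE 0.20) and an adjusted p of 0.0164 each. Each of these calls was lost when either library of E12.5 or E14 was left out, with adjusted p of 0.123 to 0.2245, and also without either E15.5 library, with 0.0736 to 0.0831. That of Ttr was further lost without either E17 library, with 0.0849 and 0.0853.

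From E14 to E15.5, Fam19a1 (ENSMUSG00000059187) had 2 counts over the E14 libraries and 181 over the E15.5 libraries, a ratio of CPM of 86.2 with a 95% exact binomial interval of 23.5 to 717 that covers counting error alone (limma-voom adjusted p 0.00789). The fitted log2 fold change was 6.16, with 5.34 without E14 replicate 1 and 7.18 without E14 replicate 2, where the call was lost (adjusted p 0.0543). Stum (ENSMUSG00000053963) rose from 0.297 to 8.97 CPM (log2 fold change 4.83, SE 0.84, adjusted p 0.00293). Folr1 (ENSMUSG00000001827) fell from 22.8 to 0.226 CPM (log2 fold change -7.58, SE 1.2, adjusted p 0.00186), with 1 and 10 counts in the E15.5 libraries. The value was -5.68 without E15.5 replicate 1 and -8.97 without E15.5 replicate 2. Ttr fell from 1081 to 11.2 CPM (log2 fold change -6.59, SE 0.25, adjusted p 1.87e-05), below its level at E12.5. Folr1 and Ttr belong to the choroid plexus list, whose 7 tested genes were all called lower at this step (median -5.82). Whether their falls reflect the neocortex or tissue next to it was not settled.

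From E15.5 to E17, Nts (ENSMUSG00000019890) rose from 9.51 to 58.9 CPM (log2 fold change 2.62, SE 0.17, limma-voom adjusted p 0.00233) and Ly6c1 (ENSMUSG00000079018) from 1.63 to 7.88 CPM (2.23, SE 0.42, adjusted p 0.0191). Neurog1 (ENSMUSG00000048904) fell from 3.10 to 0.777 CPM (-1.99, SE 0.31, adjusted p 0.0123) and Nepro (ENSMUSG00000036208) from 6.20 to 2.16 CPM (-1.62, SE 0.34, adjusted p 0.0265). The calls of Ly6c1, Neurog1 and Nepro were lost when any one of the E15.5 or E17 libraries was left out (adjusted p 0.0507 to 0.183). That of Nts was lost without either E15.5 library or E17 replicate 2 (adjusted p 0.0522 to 0.11), and that of Nepro also without either E14 library (0.0535 and 0.0537). The value of Nepro was -2.34 without E17 replicate 1 and -0.98 without E17 replicate 2.

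From E17 to P0, Nrgn (ENSMUSG00000053310) rose from 32.7 to 312 CPM (log2 fold change 3.27, SE 0.18, limma-voom adjusted p 0.000168) and Meig1 (ENSMUSG00000026650) from 1.74 to 8.47 CPM (2.41, SE 0.50, adjusted p 0.0137). Nhlh1 (ENSMUSG00000051251) fell from 82 and 54 counts to 8 and 2 (-4.54, SE 0.86, adjusted p 0.00962), although the 2 libraries at the end of the step differ in depth. Without P0 replicate 2 its log2 fold change was -1.34 and was not called (adjusted p 0.281), nor was it without E17 replicate 1 (0.0518). Dlk1 (ENSMUSG00000040856) fell from 8.0 to 0.579 CPM (-3.32, SE 0.65, adjusted p 0.0109), with 1 and 44 counts in the P0 libraries. Without P0 replicate 2 it was -5.58 and was not called (adjusted p 0.0946). The call of Meig1 was lost without E17 replicate 1 or 2 (adjusted p 0.12 and 0.0567), and its value was 1.62 without P0 replicate 2. That of Nhlh1 was -5.29 without P0 replicate 1. With sample quality weights, the calls of Meig1, Nhlh1 and Dlk1 were lost (adjusted p 0.0873, 0.182 and 0.293). In a fit of only E17 and P0, all 4 were lost (adjusted p 0.0936 to 0.113), and with DESeq2 that of Nhlh1 was lost (0.0573).

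Ribosomal protein genes were followed because the study compared their trajectory across neurogenesis. The median log2 fold change of the 79 genes was -0.42 from E14 to E15.5 (quartiles -0.50 and -0.34, camera adjusted p 4.97e-12), and all 79 fitted values were below 0. Of these genes, 45 were called lower with adjustment over all genes tested and 50 when adjusted over the list alone. The medians were -0.11 from E12.5 to E14 (adjusted p 0.000346, 65 of 79 below 0), -0.05 from E15.5 to E17 (0.0613, 51 below 0) and -0.11 from E17 to P0 (0.047, 54 below 0). From E12.5 to P0 the median was -0.72 (adjusted p 1.53e-11), with 69 genes called lower, and 69 when adjusted over the list alone. With total counts only, which moved the values from E14 to E15.5 and from E12.5 to P0 further than the other alternatives, the median was -0.12 from E14 to E15.5 and -0.19 from E12.5 to P0, and it turned to 0.0082 from E15.5 to E17 and to 0.0030 from E17 to P0. These turns follow the shift of all genes. Relative to the median of all genes, the value was -0.41 from E14 to E15.5 and -0.054 from E15.5 to E17 under either scaling, and from E17 to P0 it was -0.090 with TMM and -0.082 with total counts only. Without E17 replicate 2, the median from E15.5 to E17 was 0.011, and without E17 replicate 1 it was -0.13 (adjusted p 0.0013). The value from E17 to P0 was -0.047 without E17 replicate 1 (adjusted p 0.493), and its test also rose above 0.05 without any one of the E14 and E15.5 libraries (0.052 to 0.064). The test from E15.5 to E17 fell under 0.05 without either P0 library (0.0485 and 0.0477). With fry, the tests from E14 to E15.5 and from E12.5 to P0 stayed under 0.05 (adjusted p 0.000261 and 4.83e-05), and with an estimated correlation neither did (0.084 for both). The tests from E12.5 to E14 and from E17 to P0 held under neither fry (adjusted p 0.0736 for both) nor an estimated correlation (0.242 and 0.482).

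The large subunit had a median of -0.43 and the small subunit one of -0.42 from E14 to E15.5. Rpl41 (ENSMUSG00000093674) had the largest fitted fall of the family (log2 fold change -0.75, SE 0.36, limma-voom adjusted p 0.148), which was called without either P0 library (adjusted p 0.0235 and 0.0238), with sample quality weights (0.0131) and in a fit of only E14 and E15.5 (0.000927). Rpl15 (ENSMUSG00000012405) had the smallest (-0.11, SE 0.10, adjusted p 0.466), which turned to 0.19 with total counts only. No ribosomal protein gene shared its counts within 5% in all libraries with another gene, although reads of processed pseudogenes stay uncertain.

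**Figure D3:**
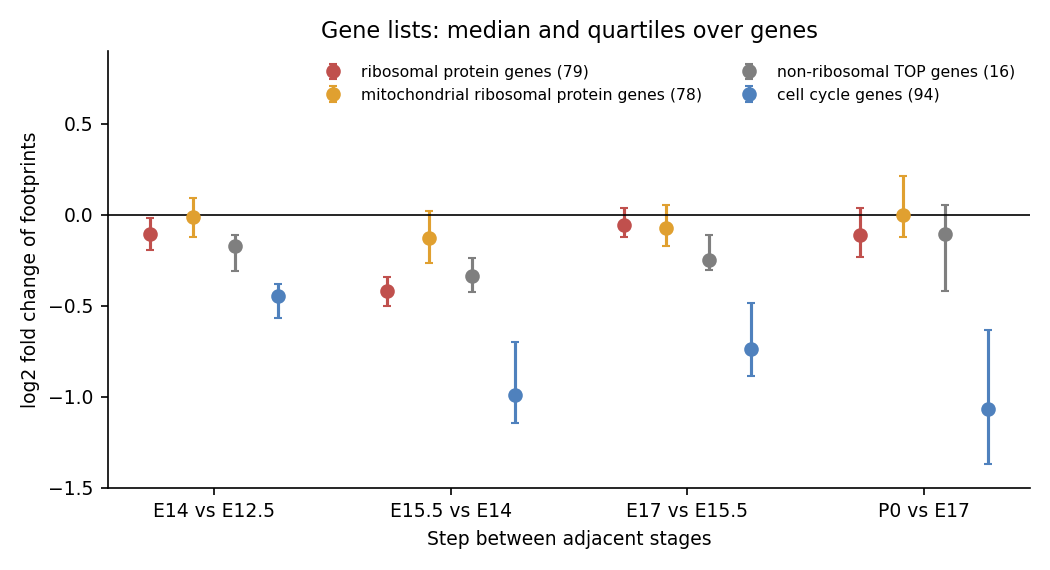
Median log2 fold change of footprints (vertical axis, TMM scaling) with quartiles over genes (bars) for 4 gene lists at each step between adjacent stages (horizontal axis), with the number of genes in brackets. The ribosomal protein genes have a median of -0.42 from E14 to E15.5 and medians between -0.11 and -0.05 at the other steps, of which the last 2 turn above 0 with total counts only.

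Comparison lists moved by different amounts from E14 to E15.5. Mitochondrial ribosomal protein genes had a median of -0.13 (camera adjusted p 0.0472; 6 of 78 called lower, and 2 when adjusted over the list alone), which turned to 0.17 with total counts only and was -0.12 relative to the median of all genes under either scaling. The other TOP genes had a median of -0.34 (adjusted p 0.00285; 3 of 16 called lower, and 3 when adjusted over the list alone). The cell cycle genes had a median of -0.99 (adjusted p 6.49e-25; 81 of 94 called lower, and 85 when adjusted over the list alone). From E12.5 to P0, the medians were -0.23 (adjusted p 0.0514), -0.95 (0.000152) and -3.38 (4.19e-29), and the first of them turned to 0.30 with total counts only, against -0.21 (TMM) and -0.22 (total counts only) relative to the median of all genes. With total counts only, the TOP median was -0.043 from E14 to E15.5 (adjusted p 0.0447) and -0.43 from E12.5 to P0 (0.00162), and relative to the median of all genes it was -0.33 and -0.94 under either scaling. Of these 3 lists, 18, 12 and 89 genes were called lower from E12.5 to P0, and 11, 12 and 90 when adjusted over the list alone. At an estimated correlation, the cell cycle tests stayed under 0.05 (adjusted p 0.0234 for both comparisons) and those of the other lists did not. With fry, the tests of these 3 lists were under 0.05 in both comparisons. The mitochondrial test from E14 to E15.5 rose above 0.05 without any one of the E14, E15.5 and E17 libraries or without E12.5 replicate 2 (camera adjusted p 0.0502 to 0.0833). That from E12.5 to P0 fell under 0.05 without either P0 library (0.0218 and 0.0477).

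The share of counts that fell in ribosomal protein genes was 6.66% ± 0.39 at E12.5 (SD, n = 2), 6.49% ± 0.21 at E14, 5.92% ± 0.11 at E15.5, 6.24% ± 0.23 at E17 and 6.46% ± 0.11 at P0. The 66 genes with symbols that start with Hist, called histone genes here, took 36.3% ± 3.2 of counts at E12.5, 33.9% ± 1.6 at E14, 17.9% ± 1.1 at E15.5, 12.9% ± 1.0 at E17 and 8.07% ± 2.5 at P0. Many of these genes are near-identical copies, so their counts are uncertain. Genes of histones with other symbols were not among them and stayed in the counts outside histone genes. Of the counts outside histone genes, ribosomal protein genes held 10.5% ± 0.083 at E12.5, 9.81% ± 0.070 at E14, 7.21% ± 0.039 at E15.5, 7.17% ± 0.35 at E17 and 7.03% ± 0.073 at P0.

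**Figure D4:**
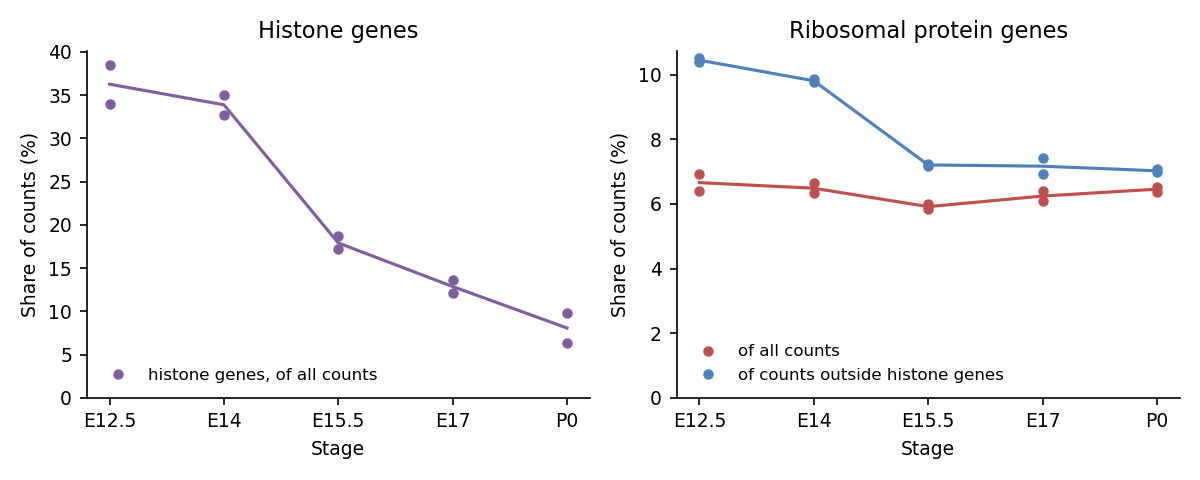
Share of counts in percent (vertical axes, from 0) by stage (horizontal axes) for histone genes, left, and ribosomal protein genes, right, with points for the 2 libraries of a stage and lines through the means. The mean ribosomal share of a stage lies between 5.92% and 6.66% of all counts, and its mean moves from 10.5% at E12.5 to 7.03% at P0 of the counts outside histone genes.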

Values the study reported

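The study reported RPF densities for 22,373 genes and kept 12,228 translated transcripts after its footprint filter. It followed 79 ribosomal proteins of both subunits. Each replicate pooled 40 brains at E12.5, 30 at E14, 21 at E15.5, 20 at E17 and 17 at P0.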

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

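The 2 settings that left out histone genes were chosen after the data were seen, and the other alternatives were fixed beforehand. Of 1068 values under alternatives, 893 kept their direction and their side of the threshold, or for counts stayed within 1.5 times. A further 130 were weaker, 35 stronger and 9 reversed, and 1 moved by more than its spread. Of the 9, 6 were under total counts only, which shifts all genes together, and the 4 gene list values among these kept their sign relative to the median of all genes. When a library is left out, the remaining one of its stage is assumed to vary like the other stages. Unless a cause is named, the cause was not tested.

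The number of genes changed from E12.5 to E14, 86, was 143 with total counts only, 27 with no filter beyond 1 count, 351 with DESeq2, 655 with sample quality weights, 9 in thinned counts and 8 in a fit of only the 2 stages. Leaving out 1 library gave 0 to 1059. From E14 to E15.5, 4868 genes became 2903 in thinned counts and 2739 to 6270 without 1 library. From E15.5 to E17, 1219 became 773 with no filter beyond 1 count, 3717 with sample quality weights, 230 in thinned counts, 3212 in a fit of only the 2 stages, and 0 to 2814 without 1 library. From E17 to P0, 2767 became 698 with sample quality weights, 1500 in thinned counts and 554 to 4372 without 1 library. In a fit of only E17 and P0, limma-voom called 0 genes, with 2957 at an unadjusted p under 0.05, while edgeR called 0 and DESeq2 777. The sample weights of the P0 libraries were 0.336 and 0.157.

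A fold change of at least 2 left 30, 2197, 307 and 957 genes at the 4 steps, and 3268, 4015 and 5218 at E15.5, E17 and P0 against E12.5, by construction of the threshold. The spread of changes from E17 to P0 lay between 0.033 and 1.04 when 1 library was left out. The spread was undefined over all genes from E12.5 to E14 and from E15.5 to E17, so it has no alternatives over all genes there.

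The ribosomal protein median from E15.5 to E17 turned to 0.0082 with total counts only (camera adjusted p 0.387) and lay between -0.13 and 0.011 without 1 library. Its test fell under 0.05 with filterByExpr (median -0.059), no filter beyond 1 count (-0.062), sample quality weights (-0.054), only the 2 stages (-0.058), and with histone genes left out under TMM (-0.058) and total counts (-0.077). The median from E17 to P0 turned to 0.0030 with total counts only (adjusted p 0.406), and its test rose above 0.05 with RLE (-0.074), upper-quartile scaling (-0.098), edgeR (-0.10), only the 2 stages (-0.11), and histone genes left out under total counts (-0.064). Without 1 library it lay between -0.18 and -0.047. With an estimated correlation, which leaves the medians as they were, the tests rose above 0.05 for the ribosomal protein genes from E12.5 to E14 (-0.11), E14 to E15.5 (-0.42), E17 to P0 (-0.11) and E12.5 to P0 (-0.72), for mitochondrial ribosomal protein genes from E14 to E15.5 (-0.13), and for TOP genes from E14 to E15.5 (-0.34) and E12.5 to P0 (-0.95). With fry, those of the ribosomal protein genes from E12.5 to E14 and E17 to P0 rose above 0.05.

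The mitochondrial ribosomal protein median from E14 to E15.5 turned to 0.17 with total counts only. Its test rose above 0.05 with no filter beyond 1 count (-0.12), edgeR (-0.13) and thinned counts (-0.15), and the median lay between -0.13 and -0.10 without 1 library. From E12.5 to P0 it turned to 0.30 with total counts only. Its test fell under 0.05 with upper-quartile scaling (-0.28), filterByExpr (-0.23), no filter beyond 1 count (-0.24), sample quality weights (-0.22), removal of the 20 most abundant genes (-0.23), fry (-0.23), and histone genes left out under TMM (-0.22) and total counts (-0.24), and it lay between -0.25 and -0.17 without 1 library. Bcl11b from E14 to E15.5, not called, turned to 0.23 with total counts only and lay between -0.18 and 0.056 without 1 library, with 0.050 without E15.5 replicate 2. Rpl15 turned to 0.19 with total counts only.

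With the replicate number as a block, the number of genes changed from E12.5 to E14 was 4, the mitochondrial ribosomal protein median from E12.5 to P0 was -0.23 (camera adjusted p 0.0458), and the calls of Ttr and Hbb-bh1 from E12.5 to E14 were lost (adjusted p 0.0512 and 0.0598). The other counts of changed genes were also lower, but stayed within 1.5 times of their main values. No other call of a named gene changed, and no other list test crossed 0.05. The replicate numbers were not taken to pair the samples, because the labels name no shared litter or batch. A further reason is that the differences between replicates did not correlate above 0.1 across genes in all of the 10 pairs of stages. The correlation was negative in the 4 pairs with E12.5 (-0.63 to -0.11), -0.044 between E14 and E17, and 0.21 to 0.43 in the other 5 pairs. A factor shared between libraries of several stages, with other numbers at E12.5, stays open.

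Depth limits the counts of calls, since thinning to 7544404 counts lowered each step's count. It also limits named genes with few counts. In thinned counts the calls of Cck, Neurog1, Nepro and Nhlh1 were lost (adjusted p 0.113, 0.0688, 0.119 and 0.0717).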

Other observations

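All tests of explanations in this part were chosen after the results they bear on had been seen, and each explanation is a hypothesis. The lists of fibroblast, red blood cell, ganglionic eminence and glial markers were fixed before the data were examined.

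Histone genes held 36.3% of counts at E12.5. Hist1h2bq and Hist1h2br, chosen after their values were seen, differed by at most 6 counts in any library, with 28951 to 613498 counts of Hist1h2bq. Over the 10 libraries, the squared difference divided by the sum added up to 0.000112, where random assignment of each shared read to 1 copy would give about 10 (chi-square lower tail p 4.58e-24), so random assignment is argued against. Among 9215 genes with at least 1000 counts in total, 76 had a partner within 5% in every library, of which 20 were histone genes. Reads that match several copies may have been counted at each copy or split evenly between copies, and the table does not separate these. The median library total was 27677093 counts. That is more than the median number of mapped Ribo-seq reads given in the study's methods, and the cause was not tested.

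Histone counts also fell over time, with a median log2 fold change of -2.87 from E12.5 to P0. Whether the counting of shared reads at several copies contributed was not tested. Fewer cells in S phase cannot be told apart from other causes. The S phase genes of the cell cycle list had medians of -0.44, -0.84, -0.65 and -0.71 at the 4 steps, and the histone genes -0.15, -1.24, -0.55 and -0.86, so that both fell at each step but not in proportion. For the fall of the histone genes from E12.5 to E14, with 64 of 66 genes below 0, the tests differ: p was 0.000224 with camera at the preset correlation, 0.546 at an estimated correlation and 0.467 with fry, none adjusted. Cell types were not measured, which keeps this open. A change of histone mRNA or its translation per cell was not tested.

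The falling histone share bears on the ribosomal protein result. With total counts only, the ribosomal median from E14 to E15.5 was -0.12 against -0.42 with TMM. Once histone genes were left out, total counts gave -0.44 (-0.436), so histone counts in the library totals may be what hides the fall under total counts. The same value is no test of histone counts as the cause of the fall itself. A falling histone share raises the other genes under total counts, so it could not have lowered them. The step from E14 to E15.5 exceeded its neighbours: its median difference was -0.28 from the step before it (76 of 79 genes, camera p 3.56e-07, fry p 0.00792) and -0.36 from the step after it (78 of 79 genes, camera p 9.86e-10, fry p 0.00389). With an estimated correlation these tests gave p of 0.0989 and 0.0594. These p-values were not adjusted further. Whether fewer cycling cells explain the fall cannot be told apart from a change within cells. Cell cycle genes fell by 0.74 on the log2 scale from E15.5 to E17 while ribosomal protein genes moved by -0.054. From E17 to P0, cell cycle genes fell by 1.07, against 0.99 from E14 to E15.5, while ribosomal protein genes moved by -0.11. A mixture of cell types need not shift both lists in proportion, since the effect of a loss depends on the share of cycling cells, which was not measured.

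Genes of fibroblasts and choroid plexus were nearly lost between E14 and E15.5. All 10 fibroblast genes were called lower, with a median of -4.47, and their medians at the other steps were -0.42 from E12.5 to E14, 1.10 from E15.5 to E17 and -0.53 from E17 to P0. The most abundant, Dcn and Col3a1, had 20.4 and 16.6 CPM at E14 and 1.02 and 0.431 at E15.5. Of the choroid plexus list, written after these genes were seen, 7 of 10 passed the filter and all 7 were called lower, with a median of -5.82. Ttr and Folr1 are among these 7. Slc4a5 had 0 counts at E15.5 and 39 at E14, at least 13.6-fold lower at a bound of 3 counts over the stage, and lies above the median at its fitted value and at this bound, so the median is -5.82 either way. Before this step the 2 lists moved apart: the choroid plexus median was 1.40 from E12.5 to E14 (3 of 7 called higher), and it was -0.19 from E15.5 to E17 and 0.85 from E17 to P0. Lower depth of the E15.5 libraries is argued against, since the fibroblast median was -4.46 in thinned counts. Cells of tissue next to the neocortex in the E12.5 and E14 pools cannot be told apart from a loss of these transcripts within the neocortex, because stage and dissection go together and both would lower the 10 fibroblast genes. No gene is shared between these 2 lists or with the other marker lists. How many of their genes neocortical cells also express was not measured here beyond the levels from E15.5 on, where each fibroblast gene was at or below 1.55 CPM. How far a loss of such cells accounts for the other changes at this step was not tested.

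The other marker lists moved apart at the same step. Red blood cell genes had a median of -0.61 from E14 to E15.5 (6 of 10 tested called lower), with Hbb-y going from 357 to 7.25 CPM and Hbb-bs from 2761 to 2106. Ganglionic eminence genes had a median of 1.51 (6 of 11 tested called higher and 1 lower), with Lhx6 going from 19.4 to 67.9 CPM. Glial genes had a median of -0.28 (2 of 12 called higher and 4 lower). The red blood cell and glial lists moved further at other steps. Red blood cell genes had a median of -2.08 from E17 to P0 (6 called lower and 1 higher). Glial genes had medians of 1.20 from E15.5 to E17 (7 called higher) and 0.80 from E17 to P0 (6 called higher). No explanation was tested for these lists.

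The P0 libraries differed from each other more than those of other stages, with an SD of the log2 ratio of 0.54. The low depth of P0 replicate 1 is argued against: thinned to its total, the other pairs reached at most 0.246, against 0.541 at P0. A difference in developmental age between the P0 pools cannot be told apart from other causes. The difference between the P0 libraries had a correlation of 0.023 across genes with the change from E12.5 to E17, where the E15.5 and E17 pairs had -0.21 and -0.25, but pools of different age at P0 would differ along changes around birth, which this direction need not hold. The difference did correlate with that between the E12.5 replicates (r = -0.63) and less with those at E14 (0.36), E15.5 (0.43) and E17 (0.21). These correlations run across 4559 genes, which are not independent replicates. A property of library preparation that varies between libraries of several stages is therefore a candidate explanation. GC content and coding length were not tested here. Differences in tissue between the P0 pools stay open.

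The spread of the P0 libraries may also bear on other steps. From E12.5 to E14, 86 genes were called with all libraries and 1059 or 1050 once either P0 library was left out, which is consistent with the spread of the P0 libraries, pooled into the test of every step, keeping the count low. With sample quality weights, which were lowest for the P0 libraries (0.336 and 0.157), 655 genes were called. A fit of only E12.5 and E14, which holds no P0 library but has fewer libraries to estimate the spread, called 8. E14 to E15.5 had the most calls of the 4 steps in each of the alternatives run, while the order of the other 3 steps changed. With sample quality weights, E15.5 to E17 had 3717 calls and E17 to P0 had 698.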
